A study of Mus musculus with 12 samples. Its data were reported in "CTCF controls three-dimensional enhancer network underlying the inflammatory response of bone marrow-derived dendritic cells" (2023).

How the data were processed

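Bulk RNA-seq was analysed for 12 libraries of mouse bone marrow-derived dendritic cells (BMDC), which are cells grown from bone marrow with the cytokine GM-CSF. The culture lasted 6 days and the medium was changed every 2 days. The cells carried the CreER transgene with an intact Ctcf gene and are called WT. Lipopolysaccharide (LPS), a component of the outer membrane of Gram-negative bacteria that activates dendritic cells, was given at 100 ng/ml for 3 h. JSH-23, a small molecule that blocks the movement of the NF-κB subunit RelA into the nucleus, was given at 100 µM for 3 h as a pre-treatment. The labels do not say whether WT and WTL received the solvent of JSH-23. The sample titles gave 4 groups of 3 libraries, named WT, WTL (with LPS), WT + JSH23 and WTL + JSH23. Replicates of WT and WTL were numbered 4 to 6 and replicates of the JSH-23 groups 1 to 3. The labels and the methods of the study name different kits for RNA selection, and which one applied was not settled here.

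The authors trimmed the reads with Trim Galore, aligned them to mouse genome mm10 with STAR and estimated expression per gene with RSEM over a GENCODE annotation whose release was not stated. The deposited expected counts are read pairs per gene, with pairs that fit several genes divided between them by RSEM, so that between 7.76% and 8.52% of the 55335 genes listed had a fractional expected count in a library. The deposited TPM values (transcript abundances scaled to one common total per library) were computed by the authors from those counts and the effective transcript lengths. No gene filter and no normalization between libraries had been applied to the expected counts. Gene symbols and positions were taken from GENCODE release M21, which is on the same build (GRCm38, mm10). Of the gene identifiers, 55154 matched it without the version suffix and 54587 with it.

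Expected counts were rounded to whole numbers. The filterByExpr function of edgeR 4.0.16 in R 4.3.3 left 14357 genes, which held between 99.94% and 99.95% of the counts of each library. Libraries were scaled by the trimmed mean of M values (TMM), with factors between 0.859 and 0.880 in WTL, 0.939 and 0.956 in WTL + JSH23, 1.08 and 1.095 in WT, and 1.11 and 1.12 in WT + JSH23. A quasi-likelihood F-test of edgeR was fitted to all 12 libraries with one mean per group, leaving 8 residual degrees of freedom, so that the groups shared one estimate of the spread per gene. P values were adjusted by the Benjamini-Hochberg method over all genes tested. The 5 comparisons were WTL against WT, WTL + JSH23 against WT + JSH23, WTL + JSH23 against WTL, WT + JSH23 against WT, and the interaction, which is the LPS change with JSH-23 minus the LPS change without it. Genes were called at an adjusted p under 0.05 and a change of more than 2-fold, and for the interaction at an adjusted p under 0.05 alone. Standard errors (SE) of log2 fold changes are the absolute change divided by the square root of the F statistic. CPM denotes counts divided by the TMM-scaled library size, on a common scale for all libraries, given as mean ± SD over 3 libraries. Adjusted p values printed for genes are from edgeR unless another tool is named.

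The study examined RelA target genes, and its target list was not used here. All genes changed by LPS without JSH-23 were followed instead. The median interaction of these genes was set beside 20 data sets simulated from the fitted means and dispersions with equal LPS responses, because genes picked for a large change in one comparison tend to show a smaller one in another. Simulated data in which WTL + JSH23 had the same means as WTL served as the background for the overlap of comparisons that share the WTL libraries. Gene lists written from general knowledge, with no symbol on more than 1 list and 4 of the NF-κB targets also among the genes fixed in advance, were tested with camera of limma 3.58.1 on log2 CPM (prior count 2) with a preset inter-gene correlation of 0.01, two-sided, and the p values of the 6 lists were adjusted together. The lists covered NF-κB targets, interferon-stimulated genes, Nrf2 targets, the integrated stress response, macrophage markers and neutrophil markers. Of their symbols 32 of 34, 30 of 30, 19 of 19, 16 of 18, 11 of 12 and 8 of 12, in that order, were among the genes tested.

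The main model, the alternatives, the gene lists and the rule for naming genes were fixed before the data were examined. The rule names 14 genes in advance and, for each comparison, the 3 largest rises and the 3 largest falls among protein-coding genes with an official name, an adjusted p under 0.05, more than 3 counts in every library compared, a mean of at least 10 CPM in the higher group and, for pairs of groups, no overlap between libraries. Of the 34 genes picked by this rule, 1 is not reported here. Among the 34, 9 had fractional counts in at least 1 library and 9 overlapped another protein-coding gene, namely Myd88, Ctcf, Shisa3, Lpar6, Slc6a9, Samd11, P2ry13, Cx3cr1 and Amz1. Those with fractional counts were Ch25h, Irak2, Myd88, Ctcf, Dll4, Lpar6, Slc6a9, Samd11 and Amz1. The use of strand in counting was not known, so the values of overlapping genes may include reads of their neighbours. A group whose libraries all had 3 counts or fewer was treated as being at the floor, and folds against it are given as bounds that cover counting error only.

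The scripts were tested on simulated data with known answers. With 14357 genes, edgeR recovered 94.4% of 198 genes changed by LPS, with 2 false calls, and 76.4% of 199 genes given an interaction, with 8 false calls. Of 100 random gene lists, camera gave 1 with an unadjusted p under 0.05. The simulated genes were drawn independently of each other, so this does not test the preset correlation for lists of genes that change together. Alternatives were the Wald test of DESeq2 1.42.0, DESeq2 size factors and upper quartile scaling in edgeR, no filter on low counts or a mean of at least 1 CPM, limma on log2(TPM + 1), fits to the 6 libraries compared, no fold threshold, a test against a 1.5-fold change, the replicate number as a block, fry and an estimated correlation for the lists, and leaving out each library in turn. Total expected counts ran from 24664724 to 34837847 per library. No pair of replicates held identical values, and the chi-square per gene between replicates was at least 2.26, above sampling noise, so no pair was treated as a repeated deposit of one library. The labels give each library as a separate sample, and how the cultures behind them were related was not tested.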

Results

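RNA-seq was carried out on WT BMDCs with and without LPS and with and without JSH-23 pre-treatment, with 3 libraries in each of 4 groups. Total expected counts per library ran from 24664724 in WT + JSH23 replicate 2 to 34837847 in WTL replicate 5, and the ranges of the 4 groups overlapped. The 10 most abundant genes of a library took between 8.68% and 9.52% of its counts. In a principal component analysis of log2 CPM, the first component held 55.6% of the variance and separated the libraries with LPS from those without. The second component held 22.6% and separated the libraries with JSH-23 from those without. The labels give no culture or sequencing batch, so no comparison was made within batches.

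To examine the transcriptional response to LPS, WTL was compared with WT. Of 14357 genes tested, 1056 were higher and 1305 were lower by more than 2-fold. Without a fold threshold 9437 genes passed. That choice moved the number most among the alternatives. The largest rises under the naming rule were those of Cxcl1, Dll4 and Shisa3. Cxcl1 (chromosome 5, 90891241 to 90893115 in GRCm38) rose from 5.50 ± 0.676 CPM to 699 ± 32.9 CPM (SD, n = 3), a log2 fold change of 6.99 (SE 0.0868, adjusted p = 4.62e-23). The largest falls were those of Cd300lb, Lpar6 and Tifab, with log2 fold changes of -5.35, -5.00 and -4.65.

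When the cells had been pre-treated with JSH-23, LPS raised 840 genes and lowered 644 genes by more than 2-fold. Which direction held more genes depended on the setting, with 727 higher and 789 lower under upper quartile scaling and 305 higher and 308 lower with limma on log2(TPM + 1). The largest rises were again led by Cxcl1 (log2 fold change 5.96), followed by Il12a (5.93) and Tnf (5.30). The largest falls were those of Tifab (-4.93), Lpar6 (-4.55) and Cd300lb (-3.95). Across genes, which are not independent replicates, the log2 fold changes of the 2 LPS comparisons, which share no library, had a Pearson r of 0.827 and a Spearman rho of 0.842. Of the 2361 genes called without JSH-23, 2297 changed in the same direction with it and 1207 were also called there in that direction.

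**Figure D1:**
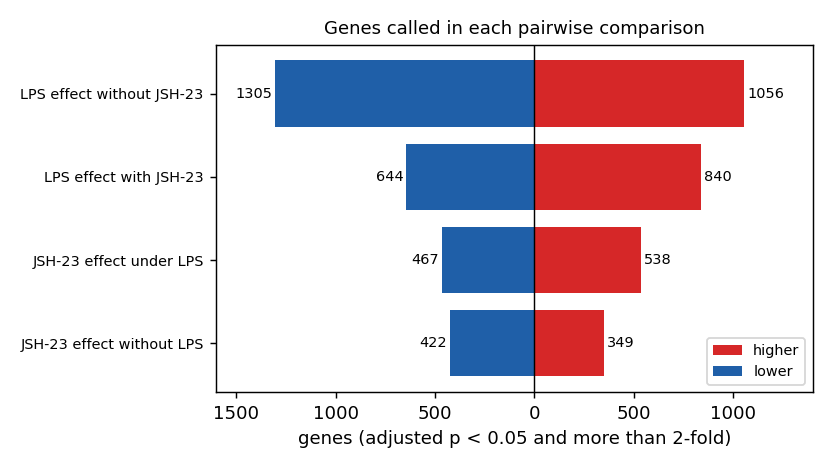
Number of genes called higher (red, to the right) and lower (blue, to the left) in each pairwise comparison of groups of 3 libraries, at an adjusted p under 0.05 and a change of more than 2-fold. LPS changed 1056 and 1305 genes without JSH-23, and 840 and 644 genes with it.

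Whether JSH-23 altered the LPS response was tested directly as the interaction. It passed an adjusted p of 0.05 for 2582 genes, of which 1370 had a higher and 1212 a lower LPS change with JSH-23. With the 2-fold threshold of the other comparisons added, 192 genes remained, 134 higher and 58 lower. Among the alternatives at an adjusted p alone, limma on log2(TPM + 1) moved the number of genes most, to 1762. The split also depended on the scaling, since DESeq2 size factors in edgeR gave 1150 higher and 1474 lower. Among the genes upregulated by LPS, the median log2 fold change was 1.54 without JSH-23 and 1.22 with it, and the median interaction was -0.35. The response was smaller for 899 of these 1056 genes. The interaction passed the threshold for 395 genes with a smaller response and 19 with a larger one. Among the 1305 genes downregulated by LPS, the median log2 fold change was -1.39 without and -0.89 with JSH-23, and the median interaction was 0.52. The response was smaller for 1200 of them. The SD between libraries of a group, computed from the median deviation of each library over the same genes, was 0.0279 for the upregulated and 0.0322 for the downregulated set. In 20 simulated data sets with equal LPS responses, the median interaction ran from -0.05 to 0.00 for upregulated genes and from 0.06 to 0.11 for downregulated genes. The size of the observed medians depended on which genes were followed, and it was smallest for genes called with JSH-23, at -0.18 and 0.19.

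**Figure D2:**
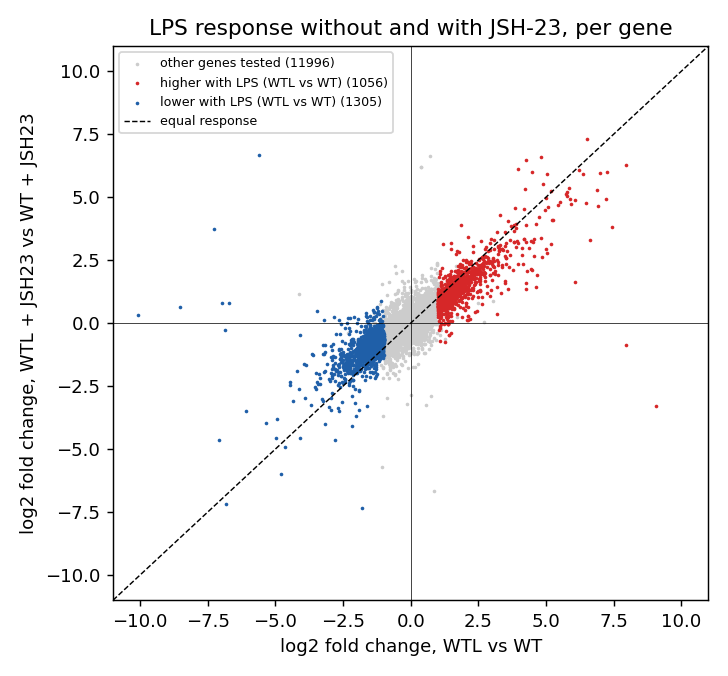
Log2 fold change with LPS for each gene tested, without JSH-23 on the horizontal axis and with JSH-23 on the vertical axis, with genes called higher (red, 1056) or lower (blue, 1305) without JSH-23 and the line of equal response (dashed). The median over red genes is 1.54 on the horizontal and 1.22 on the vertical axis, and the points farthest from the line include genes with few counts.

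Under the naming rule, Cyp1b1 and Amz1 were among the largest positive interactions. Cyp1b1 (chromosome 17, 79701537 to 79715061) rose with LPS from 9.66 ± 0.747 to 21.98 ± 1.56 CPM without JSH-23, and from 1.14 ± 0.280 to 10.2 ± 0.690 CPM with it (interaction 1.96, SE 0.171, adjusted p = 1.65e-07). Amz1 had an interaction of 1.94 (adjusted p = 1.04e-06), and it overlaps another protein-coding gene and had fractional counts in all 12 libraries. Amz1 fell with LPS, by a log2 fold change of -2.26 without and -0.33 with JSH-23, so its interaction was a smaller fall. The largest negative interactions were those of Inhba (-2.07), Il12b (-1.92) and Shisa3 (-1.72). Inhba rose with LPS from 42.4 ± 1.83 to 1558 ± 130 CPM without JSH-23, and from 247.6 ± 67.4 to 2159 ± 214 CPM with it.

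The genes fixed in advance were cytokine genes, components of the NF-κB pathway, and Acod1, Ch25h and Ctcf. Among them were Il6 and Il12a, which the study itself presents as examples of the JSH-23 effect. Results for these genes are therefore not an independent test of its report. Of these 14 genes, 9 passed for the interaction, both adjusted over all genes tested and adjusted over the list alone. The interaction was negative for 7 and positive for 2. Il6 (ENSMUSG00000025746.11, chromosome 5, 30013114 to 30019981) rose with LPS from 30.2 ± 2.38 to 1845 ± 106 CPM without JSH-23, and from 46.7 ± 6.82 to 1230 ± 77.3 CPM with it, giving an interaction of -1.21 (SE 0.106, adjusted p = 1.63e-07). Il12b (ENSMUSG00000004296.14, chromosome 11, 44400063 to 44414033) rose from 113.5 ± 5.58 to 2696 ± 268 CPM without and from 275.1 ± 30.1 to 1730 ± 154 CPM with JSH-23 (interaction -1.92, SE 0.106, adjusted p = 1.49e-10). For both genes the level without LPS was higher with JSH-23. Tnf (ENSMUSG00000024401.14, chromosome 17, 35199381 to 35202007) rose from 109.5 ± 7.4 to 2043 ± 78.0 CPM without and from 31.3 ± 2.34 to 1235 ± 40.5 CPM with JSH-23. Its interaction was positive (1.08, SE 0.0745, adjusted p = 8.09e-09), although both levels were lower with JSH-23. Il12a (ENSMUSG00000027776.12, chromosome 3, 68690644 to 68698547) rose from 2.71 ± 0.257 to 88.7 ± 1.44 CPM without and from 0.568 ± 0.0529 to 35.1 ± 2.80 CPM with JSH-23 (interaction 0.90, SE 0.200, adjusted p = 0.00318). Negative interactions were also found for Ch25h (-0.78), Trim25 (-0.45), Irak2 (-0.23), Acod1 (-0.23) and Myd88 (-0.20). Trim25 fell with LPS, by a log2 fold change of -0.15 without and -0.60 with JSH-23, so its interaction was a larger fall. The other genes of this group rose with LPS, and their rise was smaller with JSH-23. The interaction of Myd88 (adjusted p = 0.0295) no longer passed in 8 of the 12 fits that each left out one library, where the highest adjusted p was 0.0799, without WTL + JSH23 replicate 1. Myd88 overlaps 2 other protein-coding genes and had fractional counts in 3 libraries. The interaction did not pass for Nfkbia, Rela, Ctcf, Il1f6 and Ifnb1. It passed for Nfkbia without WTL + JSH23 replicate 3 (adjusted p = 0.0366) and for Il1f6 without WT replicate 6 (adjusted p = 0.0328). Ifnb1 had at most 3 counts in every WT + JSH23 library. Its mean in WT was 0.399 CPM, at least 3.95-fold higher than in WT + JSH23.

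**Figure D3:**
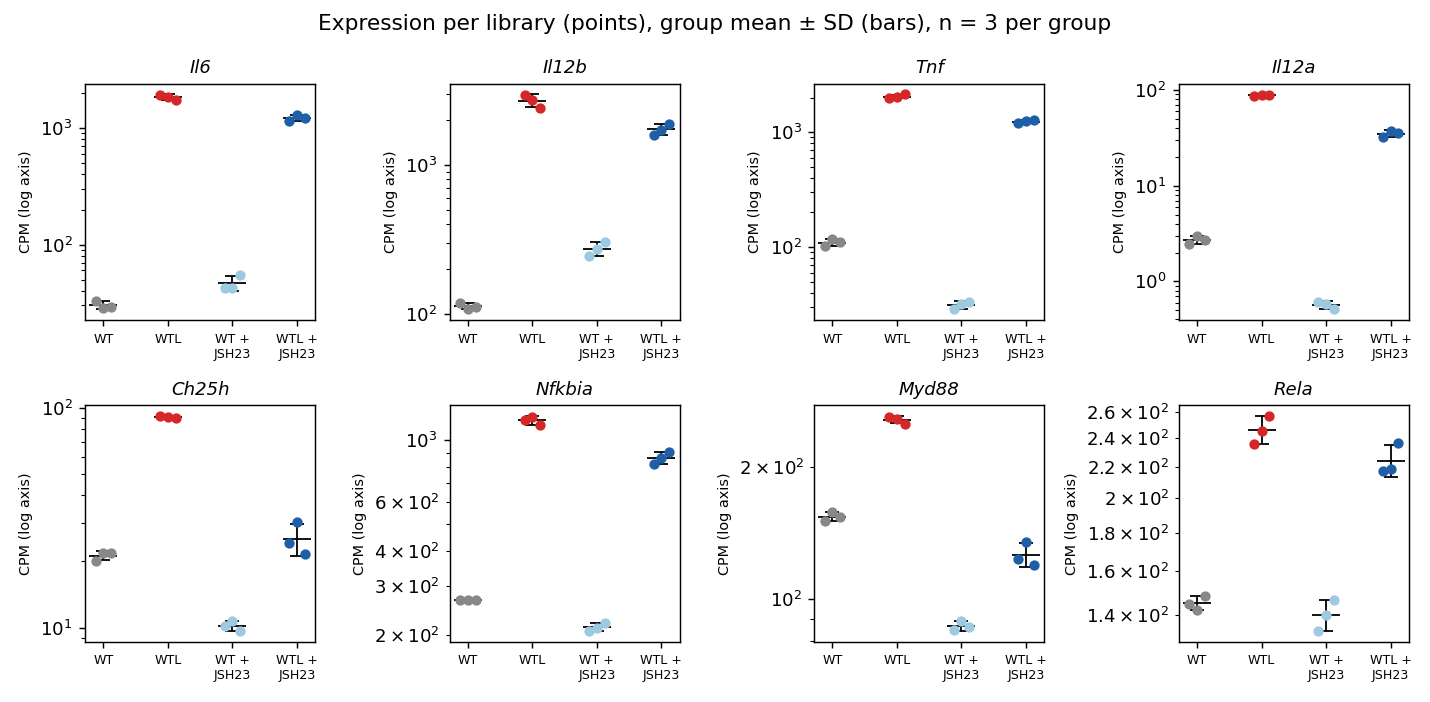
CPM on a log axis for 8 of the genes fixed in advance, with each point 1 library and bars the mean ± SD of 3 libraries in WT, WTL, WT + JSH23 and WTL + JSH23. With LPS, the means of Il6 were 1845 CPM in WTL and 1230 CPM in WTL + JSH23.

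To examine the effect of JSH-23 itself, the groups with it were compared with those without. Whether the latter received the solvent of JSH-23 is not known from the labels, so these comparisons and the interaction cover JSH-23 together with any effect of its solvent. Replicate numbers also differ between libraries with and without JSH-23, so a batch along these numbers would enter the comparisons as well. Under LPS, 538 genes were higher and 467 were lower by more than 2-fold with JSH-23. The largest rises were those of Trib3 (log2 fold change 4.58), Slc6a9 (3.97) and Samd11 (3.26). The largest falls were those of Edn1 (-3.23), P2ry13 (-3.20) and Serpinb2 (-2.72). Without LPS, 349 genes were higher and 422 were lower. The largest rises were those of Gdf15 (4.03), Ednrb (3.87) and Slc6a9 (3.15), and the largest falls those of P2ry13 (-3.30), Asb2 (-3.27) and Cx3cr1 (-3.13). Of the 771 genes called without LPS, 719 changed in the same direction under LPS and 455 were called there in that direction. Of the 14 genes fixed in advance, 12 passed with JSH-23 under LPS, all of them lower, and 10 passed without LPS, 8 lower and 2 higher. These counts were the same when adjusted over the list alone. With LPS alone 14 passed in either way, and with LPS after JSH-23 13 passed over all genes tested and 14 adjusted over the list alone. The exception after JSH-23 was Ctcf (adjusted p = 0.0635), which passed in 2 of the 12 fits that each left out one library. Ifnb1 did not pass there in 3 of the 12 fits. Rela was lower with JSH-23 under LPS by a log2 fold change of -0.13 (adjusted p = 0.0153). It did not pass in 3 of the 12 fits, without WTL + JSH23 replicate 1 (adjusted p = 0.0884), without WTL + JSH23 replicate 2 (adjusted p = 0.0624) and without WTL replicate 6 (adjusted p = 0.0837). Ctcf did not pass under LPS (adjusted p = 0.159) and was lower without LPS by a log2 fold change of -0.13 (adjusted p = 0.0224). The latter did not pass without WT + JSH23 replicate 1 (adjusted p = 0.131), WT replicate 4 (adjusted p = 0.0792) or WT replicate 6 (adjusted p = 0.0796).

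Of the 1056 genes upregulated by LPS, 154 (14.6%) were lower by more than 2-fold with JSH-23 under LPS and 34 were higher. Both comparisons use the WTL libraries, and simulated data with an unchanged JSH-23 group gave between 0 and 2 such lower genes. Without a fold threshold in the JSH-23 comparison, 585 genes were lower and 115 higher.

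Of the 6 gene lists, 5 passed an adjusted p of 0.05 with camera at the preset correlation. The NF-κB target list had a median interaction of -0.19, negative for 28 of 32 genes (adjusted p = 6.39e-10). The interferon-stimulated list had a median interaction of -0.27, negative for 29 of 30 genes (adjusted p = 6.77e-16). In the JSH-23 effect without LPS, the Nrf2 list had a median of 0.70, higher for 17 of 19 genes (adjusted p = 3.87e-12). The integrated stress response list had a median of 0.52, higher for 15 of 16 genes (adjusted p = 2.02e-08). The macrophage list had a median of -0.51, lower for 8 of 11 genes (adjusted p = 0.000116). The neutrophil list had a median of -0.10 and did not pass (adjusted p = 0.197). It did pass with camera in 2 other comparisons, adjusted over all lists and comparisons. With JSH-23 under LPS its median was -0.35, lower for 8 of 8 genes (adjusted p = 0.00549). In the interaction its median was -0.32, with 6 genes lower and 2 higher (adjusted p = 0.0205). With fry all 6 lists passed. With an inter-gene correlation estimated from the libraries none of them passed, and the adjusted p ran from 0.0522 for the interferon-stimulated, Nrf2 and macrophage lists to 0.323 for the neutrophil list. That setting also gave no pass for the NF-κB list with LPS alone, where 32 of 32 genes were higher (adjusted p over all lists and comparisons 0.0978), so it says little about the calls.

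**Figure D4:**
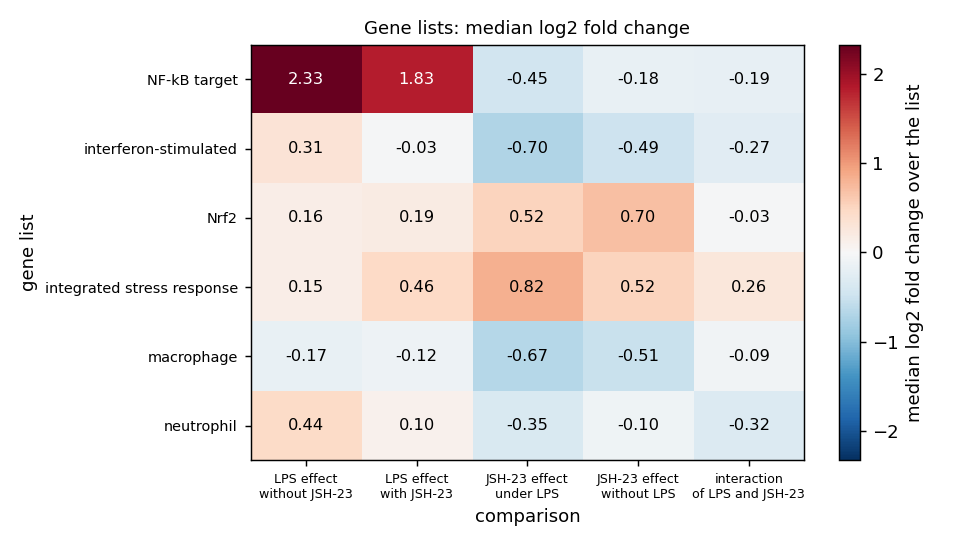
Median log2 fold change over the genes of each list (vertical axis) in each comparison (horizontal axis), as numbers and as colour from blue (lower) to red (higher). The NF-κB target list has 2.33 with LPS alone and 1.83 with LPS after JSH-23, and the Nrf2 list has 0.70 with JSH-23 without LPS.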

Values the study reported

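The study reported 1579 genes upregulated by LPS in wild-type BMDCs, from its RNA-seq comparison of WTL with WT. It lists other WT and WTL libraries besides those analysed here and does not state which gave this number. The number is therefore not directly comparable with the count found here. Among the RelA target genes followed in the JSH-23 experiment, the study gave 853 as upregulated and 407 as downregulated after LPS.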

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

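The tests of scaling, of the NF-κB list against other LPS-induced genes and of the rise in CPM were chosen after the results were seen. The effect of LPS differed between cells with and without JSH-23 for 2582 genes by the test of the interaction. Of 100 drawn splits of the 12 libraries, the real one included, 2 gave as many genes. The other such split gave 4253 genes, and the next highest gave 2041, below the real one. What set these splits apart from the rest was not tested. Labels were shuffled over all 12 libraries, so a drawn group could mix treatments, which widens the spread within groups. A drawn split that added and subtracted the same libraries as the real one, with sides exchanged, gave 0 genes. The share of splits therefore cannot separate the interaction from a random split.

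The smaller response to LPS after JSH-23 was weighed against technical explanations. Genes picked for a large change in simulated data with equal responses gave a median interaction no lower than -0.0475 for upregulated genes, against -0.353 observed, and no higher than 0.109 for downregulated genes, against 0.518 observed. A scaling factor would move both sets the same way, and they moved in opposite directions. After the median of LPS-unchanged genes of the same transcript length and GC class was taken off, the medians were -0.376 and 0.500. With every library thinned to the smallest total they were -0.345 and 0.519. These tests argue against selection, scaling, length, GC content and depth as the whole cause. A smaller share of responding cells, alike for every gene, would give one common ratio of CPM increments. The interquartile range of the log2 ratio was 0.622 over 588 genes, against at most 0.158 in data simulated with one ratio. The labels give no batch, so none was tested. An effect of JSH-23, or of its solvent, on the response stays open as a hypothesis.

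The NF-κB target list had a median interaction of -0.192, and the interferon-stimulated list of -0.270. A stronger action on NF-κB targets than on other LPS-induced genes was tested with the 26 list genes that LPS upregulated. Their median interaction of -0.32 stood at percentile 96.3 among 10000 random lists of LPS-upregulated genes matched on LPS fold change, whose median was -0.51. The LPS response of the list was thus not reduced more than that of LPS-upregulated genes of similar fold. Which of those genes are themselves NF-κB targets was not known, so the comparison cannot decide on a preference for targets over other genes. It also concerns the interaction and not the level under LPS. Under LPS, JSH-23 changed the 32 list genes by a median of -0.45 and all 1056 LPS-upregulated genes by -0.36. These sets were not matched on fold. The list was written from general knowledge and is not the study's set of RelA targets.

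LPS changed 84 genes in opposite directions with and without JSH-23, at an adjusted p under 0.05 in both and in the interaction. Of these, 26 rose without and fell with JSH-23, and 58 did the reverse. Only 2 of the genes changed by more than 2-fold in both. No separate test of a cause was made for these genes.

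Among the genes fixed in advance, the interaction differed from 0 for Il6 (-1.21), Il12a (0.905), Il12b (-1.92), Acod1 (-0.227), Ch25h (-0.777), Irak2 (-0.228), Trim25 (-0.454), Myd88 (-0.196) and Tnf (1.08). For Il12a and Tnf the larger fold with JSH-23 was tested against counting noise of a low baseline. Against the upper 95% Poisson limit of the baseline counts, the fold with JSH-23 was 46.9 for Il12a and 38.2 for Tnf, above the folds of 32.7 and 18.7 without JSH-23. The rise in CPM was no larger with JSH-23. Its highest value over pairs of libraries was 37.2 CPM for Il12a and 1241 CPM for Tnf, below the smallest rise without JSH-23 of 84.1 and 1872 CPM. These values describe the levels behind the larger folds and do not test a cause, which stays open.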

How the results depend on the processing

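Leaving out the fold threshold raised the number of genes to 9437 for LPS without JSH-23, 7828 for LPS with JSH-23, 6994 for JSH-23 under LPS and 5881 for JSH-23 without LPS. With limma on log2(TPM + 1) the numbers were 1345, 613, 404 and 318, in the same order. A minimum mean of 1 CPM left 511 genes for JSH-23 without LPS, with fewer genes tested. The other alternatives stayed within 1.5 times the counts reported. The cause of the lower counts with TPM was not tested. The share of higher among called genes moved by more than 10 percentage points for the interaction, from 53.1% to 41.0% with DESeq2 and 79.5% with TPM, and for LPS without JSH-23 from 44.7% to 29.96% with TPM. The direction with more genes also changed for LPS with JSH-23, from 56.6% higher to 47.96% with upper quartile scaling and 49.8% with TPM, and for JSH-23 under LPS, from 53.5% to 48.6% with the test against a 1.5-fold change.

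Across the 12 fits that each left out one library, the counts ran from 2301 to 2449 for LPS without JSH-23, from 1451 to 1513 for LPS with JSH-23, from 924 to 1075 for JSH-23 under LPS, from 703 to 803 for JSH-23 without LPS and from 1880 to 2838 for the interaction. LPS-upregulated genes lower with JSH-23 under LPS ran from 143 to 172, and without a fold threshold in the JSH-23 comparison there were 585. The median interaction ran from -0.385 to -0.342 for LPS-upregulated and from 0.502 to 0.566 for LPS-downregulated genes. These moved by more than the spread between libraries only without WT replicate 6 (-0.385) and without WTL replicate 6 (0.566).

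The median interaction of LPS-upregulated genes was -0.277 for genes called in the average of both LPS effects and -0.179 for genes called with JSH-23. For downregulated genes these were 0.440 and 0.191, and upper quartile scaling gave 0.478 and a minimum mean of 1 CPM 0.479. The direction held in each of them. Upper quartile scaling moved the median log2 change of all genes to -0.129 for LPS without and -0.104 for LPS with JSH-23. Genes with a group at the floor numbered 58 among the upregulated and 79 among the downregulated genes, and without them the medians were -0.35 and 0.51.

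With an estimated correlation in camera, the adjusted p was 0.0752 for the NF-κB and integrated stress response lists and 0.0522 for the interferon-stimulated, Nrf2 and macrophage lists. No list passed in any comparison with that setting, so these values say little about the calls. With fry the neutrophil list passed at 0.00892. Over fits without one library, the adjusted p ran from 1.86e-11 to 1.06e-08 for the NF-κB list, 9.96e-17 to 4.17e-14 for the interferon-stimulated list, 8.86e-13 to 1.25e-11 for the Nrf2 list, 2.44e-09 to 4.57e-08 for the integrated stress response list, 5.84e-05 to 0.00019 for the macrophage list and 0.0744 to 0.404 for the neutrophil list.

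Same-numbered libraries did not deviate together in every pair. The correlation of their deviations was 0.189, 0.055 and 0.324 for replicates 1 to 3 with JSH-23, and 0.0396, -0.0263 and 0.0383 for replicates 4 to 6 without it, so the libraries were taken to share only a number. With the replicate number as a block the counts were 2359, 1484 and 2968 for LPS without JSH-23, LPS with JSH-23 and the interaction. The median interaction was then -0.354 for LPS-upregulated and 0.520 for LPS-downregulated genes, and the adjusted p was 5.39e-10 for the NF-κB list and 6.27e-15 for the interferon-stimulated list. No paired analysis was possible because the groups compared share no replicate number for the JSH-23 effects.

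Results for named genes were checked with DESeq2, DESeq2 size factors in edgeR, the replicate block where it applied, and fits without one library. The other alternatives were not applied to single genes. Of 97 results for named genes, 11 changed their call or direction in some of these checks, 5 of them weaker, 4 stronger and 2 reversed. The 2 that reversed stayed above an adjusted p of 0.05 in edgeR in each fit without one library, where the lowest was 0.391 for Trim25 and 0.507 for Ifnb1. Trim25 in the JSH-23 effect without LPS ran from -0.0593 to 0.0113, and it was above 0 without WT + JSH23 replicate 1. Ifnb1 in the interaction was 0.0437 with DESeq2 and 0.00591 with the replicate block, and ran from -0.518 to 1.2 over the fits without one library. It has a group at the floor, so that its depth does not allow a direction to be given. Trim25 in the LPS effect without JSH-23 did not pass without WTL replicate 6 (adjusted p = 0.0637).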

Other observations

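The test of a stronger JSH-23 effect and the tests of length, GC content and depth were written before their results were seen, and those of scaling after. Replicate 3 of WTL + JSH23 stood apart from its group. Its chi-square per gene against the other libraries of the group was 7.57 and 8.45, and the highest value of any other pair was 4.23. With equal totals its lowest value was 7.12, above 4.14 for the other pairs, which argues against depth. Its deviation correlated across genes with the JSH-23 effect without LPS, which uses none of its group's libraries, at r = 0.220. The other libraries of its group, whose deviations must balance its own, had r = -0.0575 and -0.170. The highest value in the other groups was 0.0844, for replicate 3 of WT + JSH23. That library enters the JSH-23 effect without LPS, and its deviations correlated at 0.324 with those of replicate 3 of WTL + JSH23. The r of 0.220 is therefore not independent of what these libraries share. A somewhat stronger JSH-23 effect in replicate 3 of WTL + JSH23 may account for part of its deviation. A source shared by the libraries numbered 3 stays open as well.

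Without LPS, JSH-23 lowered the interferon-stimulated list by a median of -0.49, with 28 of 30 genes lower at an adjusted p under 0.05. The list median minus that of all genes was -0.480, outside the range of 10000 random lists, whose lowest was -0.34, which argues against scaling. Among random lists matched on transcript length and GC class, its percentile was 0. The solvent of JSH-23 stays open, and a batch was not tested since the labels give none.

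The Nrf2 list was 0.707 and the integrated stress response list 0.524 above the median of all genes in the same comparison. The highest of 10000 random lists was 0.35 and 0.40. Matched on length and GC class, the percentile of each was 100. Hmox1, chosen after its values were seen, had 783 CPM in WT and 2638 CPM in WT + JSH23. A response of the cells to JSH-23 as a chemical, beside its action on RelA, may contribute, but the solvent of JSH-23 and a batch that the labels do not give stay open, both untested.

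For each pair of groups, 1 of the 10 splits of the 6 libraries gave as many genes, namely the real one, in fits to those 6 libraries alone. With 10 splits the share cannot fall under 0.1, so these splits cannot separate the result from a random split.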
